A study of Mus musculus with 4 samples. Its data were reported in "Prdm6 drives ductus arteriosus closure by promoting ductus arteriosus smooth muscle cell identity and contractility" (2023).

How the data were processed

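The data were ChIP-seq libraries of cultured mouse outflow tract SMCs that expressed FLAG-tagged PRDM6 from a lentivirus. There were 4 samples in all. The study describes the immunoprecipitations as made from a single sample in one place and as independent replicates in another, so agreement between them may not cover differences between cultures. The labels' titles put 2 in the PRDM6 ChIP group and 2 in the Input group, and each group numbered its replicates from 1. Per the labels, chromatin was fixed, digested with micrococcal nuclease and sonicated before precipitation with an anti-FLAG antibody.

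The authors trimmed and filtered paired reads, aligned them to the mm10 genome with BWA, and called peaks in each PRDM6 ChIP replicate against its own input with MACS2. They then matched the peaks of both replicates with the IDR procedure and annotated the matched peaks. The deposited peak list gave for each peak a scaled IDR score, where 540 stands for a global IDR of 0.05 and 830 for 0.01. The deposited −log10 p-values were those of MACS2, one per replicate and the smaller of the 2 for the matched peak, and the −log10 IDR values were given beside them. The lowest of these values fits a p-value limit of 0.001. The columns that would hold a signal value and a q-value held a placeholder of -1 in all 13977 rows, so the −log10 p-value served as the strength of a peak in every comparison planned on signal values. In the annotation, the column headed as a q-value equalled the −log10 p-value of the second-listed replicate in all 13977 rows, and it was used as such. The list named the replicates only by order, so they are called the first-listed and the second-listed replicate, and which sample each one was is not known. The list and its annotation held no −log10 or score value of the Input group.

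Coordinates are those of the deposited list, written from 1. Genome sequence came from the GRCm38 reference and gene models from the basic set of GENCODE mouse release M21, both of the mm10 build. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Intervals of shares are 95% Wilson intervals and cover counting error over peaks only, since each peak was counted once and peaks are not replicates.

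The depth behind the list was recovered from the p-values. MACS2 takes the p-value of a peak from a Poisson distribution whose mean is the highest of a genome-wide and several local background estimates. The mean whose tails held the most values was searched for each replicate, and values within 0.0002 of a tail gave the height of the peak in fragments. On simulated data with 5000 values, 3000 of them at a background of 2.2, the search found a mean of 2.2, recovered 100% of the heights and took 0.1% of the other values for background.

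Gene regions were compared with 1000 random placements of the same peak widths on the same chromosome, off runs of unknown sequence. A peak was at a promoter if it came within 3 kb of any TSS, otherwise exonic if it overlapped an exon, otherwise intronic if it overlapped a transcript, and otherwise intergenic. The same placements gave the share of intronic peaks in first introns, and 200 of them gave the side of the TSS that chance placement favours. Peaks up to 3 kb from the TSS were compared between sides with an exact two-sided binomial test. Promoter and distal intergenic peaks were compared by the difference in their medians with a two-sided permutation test of 100000 permutations. Motifs were counted within 100 bp of the summit and in windows centred 1000 bp away on both sides that held as many positions together, with an exact two-sided McNemar test over peaks. Lists of genes were compared with 10000 random lists of protein-coding genes drawn with the same deciles of gene length, out of 21728 genes of which 4314 had a peak. Peaks inside Prdm6 were compared with 10000 random placements in the gene. Adjusted p-values follow Benjamini and Hochberg. The random placement, the motif search and the counting-noise model were each tested on simulated data. All 200 motifs planted in 1000 sequences were found, and 2000 placed peaks fell on promoters in 7.25% of cases where the promoters took up 7.22%. For 5000 simulated peaks with the same enrichment in both replicates, the correlation was 0.407 and the model predicted 0.398, and for unrelated enrichments it was 0.0422 where the model predicted 0.414.

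The tests, the gene lists, the motifs and most alternatives were chosen before the data were examined. The alternatives were a global IDR limit of 0.01, merged overlapping peaks, the 6989 strongest peaks, narrower promoters, placements within 100 kb, other distances from the TSS, other motif windows, shuffled sequence, peaks outside promoters, limits on the distance between a peak and its gene, unmatched gene lists and each replicate alone. A global IDR limit of 0.05, flanks 3000 bp away, a difference in means, for the matched values and in each replicate alone, the reading TTTMT, Myh11 as a ductus gene, and the coordinates and summits of a single replicate at the shared peaks were chosen after seeing the data. In the single-replicate recount, peaks whose summit lay more than 2500 bp from the matched summit were left out of the motif counts. Genes and peaks were named by a rule set beforehand, namely both gene lists, Prdm6, the 10 peaks with the highest values and the 5 genes with the most peaks, with ties kept. Of those 10 peaks, 1 is not reported here. The expression data of the study were not analysed here.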

Results

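PRDM6 is a zinc finger protein of the PR domain family that is expressed in smooth muscle cells (SMCs), and the series was collected to find where on the genome it is bound. The cells were cultured mouse outflow tract SMCs, the cells of the vessel wall at the outlet of the heart, and they carried a lentivirus that expressed PRDM6 with a FLAG tag. Chromatin was precipitated with an antibody against the tag, so the assay recorded the tagged, overexpressed protein and not the endogenous one. The samples formed 2 groups, PRDM6 ChIP with 2 libraries and Input with 2 libraries, where Input is the same chromatin without the immunoprecipitation. The data used here were 1 list of peaks matched between both immunoprecipitations, each called against its own input, and 1 annotation of that list. The input entered only through the authors' peak calls, so no value of the Input group could be set beside a value of the PRDM6 ChIP group.

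The list held 13977 peaks on 20 chromosomes (mm10). The median peak was 600 bp wide, with quartiles of 388 bp and 928 bp, and the peaks covered 10.0 Mb in all. No peak overlapped another. The −log10 p-value of a peak, taken by the authors as the smaller value of the 2 replicates, had a median of 5.53 and ran from 3.01 to 28.97. These p-values, and the scores below, are the authors' own values of each peak.

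The list gave no read totals, but the p-values kept part of the depth. In the first-listed replicate, 8144 of the 13977 values (58.3%, 95% Wilson interval 57.5% to 59.1%) lay on the upper tails of a single Poisson distribution with a mean of 2.61 fragments. In the second-listed replicate, 8880 values (63.5%, 62.7% to 64.3%) lay on those of a distribution with a mean of 2.39 fragments. When the values were moved by small random amounts, 0.20% of them fell on such a series in each replicate. For the values on the series the height of the peak could be read back, and among these the median peak was 14 fragments high in the first-listed and 13 fragments high in the second-listed replicate, 5.36 and 5.45 times the background mean. The other values rested on a higher local background, and their heights could not be recovered.

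The irreproducible discovery rate (IDR) estimates, from the ranks of a peak in both replicates, the chance that the peak is not reproducible. Only 465 of the 13977 peaks (3.33%, 95% Wilson interval 3.04% to 3.64%) had a global IDR of at most 0.05, and 139 (0.994%, 0.843% to 1.17%) had one of at most 0.01. In contrast, 8262 peaks (59.1%, 58.3% to 59.9%) had a global IDR above 0.5. The lowest score of the list, 48, was shared by 5789 peaks (41.4%) with a median global IDR of 0.759. The list as deposited therefore had no IDR limit applied at either of these levels. Across the 13977 peaks, the −log10 p-values of the replicates had a Spearman correlation of 0.263 (95% bootstrap interval 0.246 to 0.279). This correlation is across peaks, which are not independent replicates, and it covers only peaks that both replicates shared. The Pearson correlation of the log2 values was 0.314, the alternative that moved this result. The summits of the replicates lay a median of 121 bp apart.

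The authors' annotation assigned the peaks to 5246 genes, of which 2443 had 1 peak and 178 had 10 or more. The alternative that moved these counts most was the IDR limit of 0.01, which left 139 peaks and 137 genes. A gene could be far from its peak, since 2692 peaks lay more than 100 kb from the transcription start site (TSS) of the gene assigned to them. The genes with the most peaks were Gm20125 with 31 peaks, Marcks with 28, Mbnl1 with 27, Tbl1xr1 with 25, and Efna5 and Efnb2 with 24 each. The 31 peaks of Gm20125 were spread over chromosome 10 from 16498381 to 17365780, and those of Marcks over the same chromosome from 37078350 to 37615397. Of the 28 peaks of Marcks, 24 lay more than 100 kb from its TSS, and none had a global IDR of at most 0.05.

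The 10 peaks with the highest −log10 p-values all had the highest score, 1000, and −log10 p-values from 23.2 to 28.97. By the authors' annotation 3 were distal intergenic, 4 intronic, 2 at promoters and 1 in a 3′ untranslated region (UTR). The highest, at chromosome 3 from 121584398 to 121585953 (−log10 p 28.97), was intergenic, 51994 bp upstream of the TSS of Slc44a3. The next, at chromosome 13 from 16670079 to 16671178 (−log10 p 28.5), was intergenic and assigned to B230303A05Rik. The peak at chromosome 17 from 67240597 to 67242755 (−log10 p 28.2) lay in intron 1 of Ptprm. The peak at chromosome 7 from 113139691 to 113140770 (−log10 p 25.5) lay at the promoter of 4930543E12Rik, and the sequence around its summit at 113140226 was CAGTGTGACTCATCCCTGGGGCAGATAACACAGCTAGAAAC, with an AP-1 site. Of the 10 peaks, 4 had an AP-1 or a TEAD motif within 100 bp of the summit, and the 3 highest had neither. Others were assigned to 6430562O15Rik, Asb7, Pgm5, Cald1 and Focad. The peak of Cald1, at chromosome 6 from 34609421 to 34610594, lay in intron 1.

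To find which parts of genes were bound, the shares of peaks by gene region were compared with chance. In the authors' annotation, 5200 peaks (37.2%, 95% Wilson interval 36.4% to 38.01%) were distal intergenic, 5016 (35.9%, 35.1% to 36.7%) were intronic, 2976 (21.3%, 20.6% to 22.0%) were at promoters, 573 (4.10%) were in exons, 175 (1.25%) in 3′ UTRs, 25 (0.179%) in 5′ UTRs and 12 (0.0859%) just downstream of genes. The promoter class was the peaks within 3 kb of a TSS, and 928 peaks (6.64%) overlapped the TSS itself. For the comparison with chance, the peaks and 1000 random placements of them on the same chromosomes were annotated by a single rule, in which a promoter took precedence over an exon and an exon over an intron. By that rule 23.5% of peaks (22.8% to 24.2%) were at promoters against 13.1% of random placements, a ratio of 1.79. Intergenic peaks were fewer than by chance (36.8% against 47.8%, ratio 0.771), as were exonic peaks (3.67% against 5.96%, ratio 0.616). Intronic peaks exceeded chance by little (36.0% against 33.1%, ratio 1.09). Each of these 4 shares differed from the random placements with a two-sided permutation p of 0.002, the smallest that the placements could give, and an adjusted p (Benjamini-Hochberg over 4 regions) of 0.002. The intronic result changed direction when the placements were kept within 100 kb of each peak, where the ratio was 0.916. With those placements the intergenic deficit was smaller (36.8% against 40.7%, ratio 0.905). The promoter ratio was 1.74 and the exonic ratio 0.565 there.

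**Figure D1:**
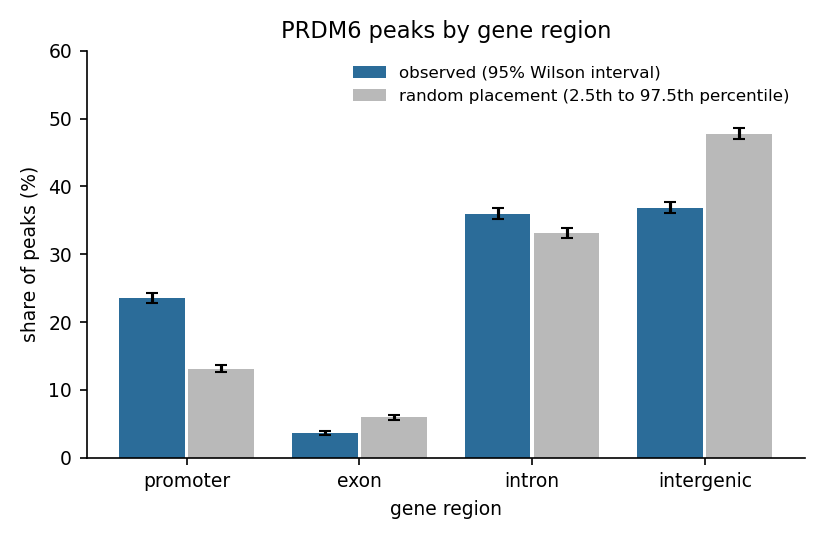
Share of peaks (%) in each gene region, observed (blue, with 95% Wilson intervals) and under 1000 random placements on the same chromosomes (grey, mean with the central 95% of placements). Promoter peaks reached 23.5% against 13.1% by chance, and intergenic peaks 36.8% against 47.8%.

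First introns were compared with other introns because the study describes binding in early introns. Of 5028 intronic peaks, 1956 (38.9%, 95% Wilson interval 37.6% to 40.3%) lay in a first intron, against 33.6% of random intronic placements, a ratio of 1.16 (two-sided permutation p 0.002, the smallest the placements could give). With placements kept within 100 kb of the peak, the random share was 35.8% and the ratio 1.09. In the authors' annotation, 1765 of 5016 intronic peaks (35.2%) were in intron 1.

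Peaks near the TSS were compared by side. Of 2048 peaks within 3 kb of the TSS that did not overlap it, 1139 lay downstream and 909 upstream, a downstream share of 55.6% (95% Wilson interval 53.5% to 57.7%; exact two-sided binomial p 4.08e-07). The share was 53.8% within 1 kb (p 0.0125) and 52.7% within 10 kb (p 0.000648). These tests were against 50%, while random placement put 51.28% downstream within 3 kb and 51.93% within 10 kb. By the distance rule of the placements, the observed 52.79% within 10 kb did not differ from random placement (two-sided permutation p 0.2786). The alternative that moved the downstream share most was either IDR limit, where it was 50% and the call was lost.

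The strength of promoter and distal intergenic peaks was compared by their −log10 p-values, because the list held no signal values. The median was 5.42 over 2976 promoter peaks and 5.67 over 5200 distal intergenic peaks, a difference of -0.255 (95% bootstrap interval -0.528 to -0.217; two-sided permutation p 0.0129). This difference was 0 in the second-listed replicate alone and -0.764 in the first-listed replicate alone. In the second-listed replicate 8.84% of those compared equalled the median of both groups, 6.61, so a difference of 0 there can come from ties. The difference in means was -0.386 (p 1e-05, the smallest that the permutations could give), and -0.254 (p 0.00046) in the second-listed and -0.825 (p 1e-05) in the first-listed replicate alone. Among peaks with a global IDR of at most 0.05 the difference in medians was 0.174 (p 0.452), but the IDR is set from the ranks of the same p-values, so strength among the peaks that passed cannot be compared freely. Of the promoter peaks 2.32% had a global IDR of at most 0.05, and of the distal intergenic peaks 3.96%.

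The study searched the bound sequences for motifs. The AP-1 and TEAD motifs it names, and TTTCMT as a reading of a further sequence it names, were counted here within 100 bp of each summit and in flanking windows of the same total length 1000 bp away, as was the CArG box, which was added here as the site of serum response factor. The AP-1 motif TGASTCA, where S is C or G, was found at 2060 of 13977 summits (14.7%, 95% Wilson interval 14.2% to 15.3%) and in the flanks of 568 (4.06%, 3.75% to 4.40%), a ratio of 3.63 (exact two-sided McNemar p 3.55e-212, adjusted over 4 motifs 1.42e-211). The TEAD motif RGGAATGY, where R is A or G and Y is C or T, was found at 1066 summits (7.63%) and in the flanks of 466 (3.33%), a ratio of 2.29 (p 2.33e-56, adjusted 4.66e-56). The TTTCMT motif, where M is A or C, was found at 6148 summits (44.0%) and in the flanks of 5664 (40.5%), a ratio of 1.09 (p 3.98e-09, adjusted 5.31e-09). Read as TTTMT, the sequence was found at 11642 summits (83.3%) and in the flanks of 11842 (84.7%), a ratio of 0.983 in the opposite direction (p 0.000933), so the result for it depends on the reading. The CArG box CCWWWWWWGG, with W for A or T, was found at 209 summits (1.495%) and in the flanks of 166 (1.19%), a ratio of 1.26 (p 0.0291, adjusted 0.0291). The CArG result was lost or reversed under several alternatives, and against shuffled sequence its ratio was 0.829. The AP-1 ratio stayed past its threshold in every alternative tested. With the summits of one replicate in place of those of the matched peaks, it was 3.13 to 3.47 and the TEAD ratio 1.998 to 2.022, and the CArG ratio was 0.994 to 1.27.

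The share of summits with a motif differed with the IDR. The AP-1 motif was found at 25.6% of the 465 summits with a global IDR of at most 0.05 (119 peaks, 95% Wilson interval 21.8% to 29.8%), at 14.4% of the other 13512 and at 11.9% of the 5789 peaks with the lowest score (686 peaks, 11.04% to 12.7%). The flanks of those sets held it in 3.87%, 4.07% and 4.15%. The TEAD motif was found at 12.5% of the summits with a global IDR of at most 0.05 (9.77% to 15.8%) and at 6.65% of those with the lowest score (6.04% to 7.32%). The AP-1 share was 8.74% at promoter peaks and 16.4% at the 11001 peaks outside promoters.

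**Figure D2:**
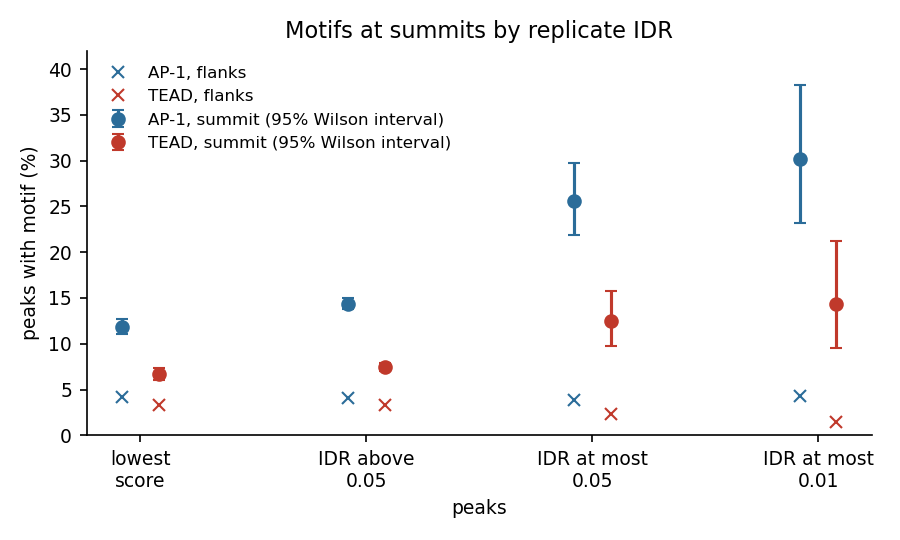
Percentage of peaks with an AP-1 (blue) or TEAD (red) motif within 100 bp of the summit (circles with 95% Wilson intervals) and in the flanks (crosses), for the 5789 peaks with the lowest score, the 13512 with a global IDR above 0.05, the 465 with one of at most 0.05 and the 139 with one of at most 0.01. The AP-1 share rose from 11.9% to 30.2% while the flanks stayed near 4.15%.

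Genes that mark differentiated SMCs were examined because the study concerns SMC differentiation. Srf, the gene of serum response factor, was counted with these SMC marker genes, though the study names it apart from them. Of the 7 genes of this list, 2 had an assigned peak, against a mean of 1.49 in 10000 random lists of the same gene lengths (one-sided permutation p 0.470). Acta2 had 3 peaks, the nearest overlapping its TSS at chromosome 19 from 34254265 to 34255869 with a score of 174. The study describes a strong peak at an enhancer in the first intron of Acta2, and which of the 3 peaks that is was not examined. Their highest −log10 p-value was 7.4 and their highest score 174. Mylk had 1 peak, 2890 bp upstream of a TSS. Actg2, Myh11, Cnn1, Tagln and Srf had none, and no peak of the list's genes had a global IDR of at most 0.05.

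Genes that the study named as regulators of the ductus arteriosus, a fetal vessel, were examined in the same way. Of 12 genes, 8 had an assigned peak, against a mean of 2.62 in length-matched random lists (one-sided permutation p 0.0006). The study named 7 of these 12 genes for their peaks on these samples, so this count is not independent evidence. Myh11, which the study also lists among genes of ductus closure, was counted with the SMC markers and had no peak. With it, 8 of 13 genes had one, against a mean of 3.01 (p 0.0014). Jag1 had 15 peaks, 1 of them with a score of 1000, and its nearest peak overlapped the TSS at chromosome 2 from 137114563 to 137116729. Foxc1 had 7 peaks, Ptger4 and Twist1 had 4 each, Edn1 had 3, Gja5 had 2, and Myocd and Fbln1 had 1 each. Tfap2b, Hand2, Notch3 and Ilk had none. The single peak of Myocd, at chromosome 11 from 65275113 to 65275854, was 5124 bp upstream of the TSS and had the lowest score, 48. Only Jag1 and Twist1, 2 of the 12 genes, had a peak with a global IDR of at most 0.05.

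The Prdm6 gene itself (chromosome 18 from 53463583 to 53575907) held 4 peaks. Of these, 3 overlapped an exon, against a mean of 0.221 overlapping one in 10000 random placements of the same peaks in the gene (one-sided permutation p 0.0004). Exons make up 2.34% of the gene. Each of the 3 peaks lay wholly inside its exon. The peak from 53464551 to 53465118 (score 831) lay in exon 1, 35 bp and 44 bp inside its ends, and began 17 bp before the coding part of that exon. The peak from 53473445 to 53473718 (score 588) lay in exon 2, 24 bp and 10 bp inside its ends, and that from 53552058 to 53552367 (score 792) lay in exon 5, 11 bp and 22 bp inside its ends. The coding parts of these exons, with 595 bp, 308 bp and 343 bp, were the longest of the 7 exons, since the other 4 had 112 bp to 177 bp. The peak outside exons, from 53537867 to 53539206, lay between exons 3 and 4, had the lowest score, 48, and a global IDR of 0.759. All 4 carried the annotation of a promoter peak, since the authors' annotation knew several TSSs in the gene. The sequence that the lentivirus carried was not part of the data.

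**Figure D3:**
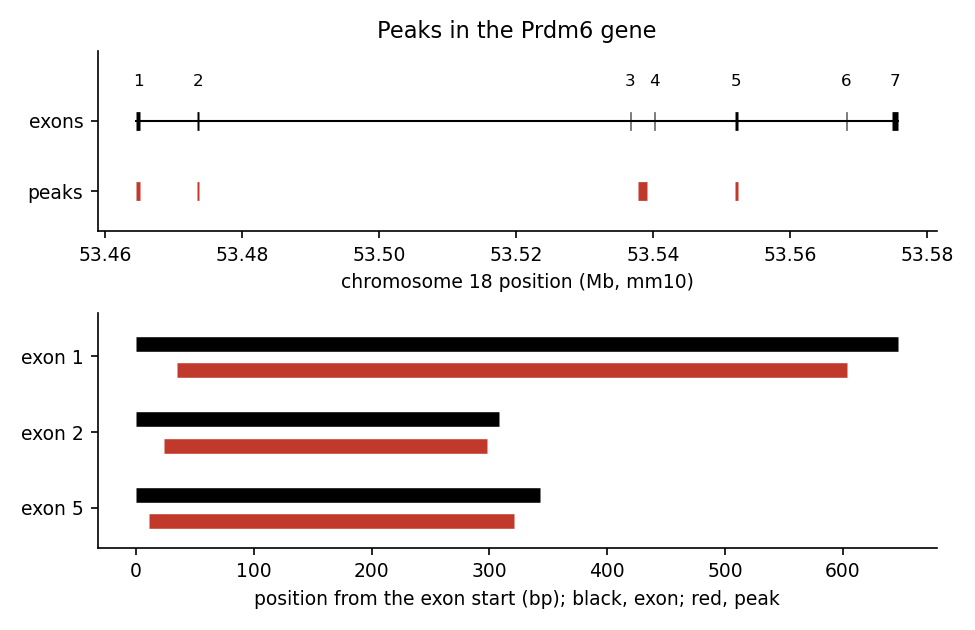
Peaks (red) and exons (black) of Prdm6 on chromosome 18 by position (Mb), and the 3 exonic peaks with their exons by distance from the exon start (bp). The ends of those peaks lie 10 bp to 44 bp inside the exon ends.

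Peaks were not spread evenly over the chromosomes. Among the 19 autosomes the density ran from 3.88 peaks per Mb on chromosome 4 to 8.57 on chromosome 15, and on the X chromosome it was 0.569, with 93 peaks. The share of p-values that rested on the genome-wide background also differed between chromosomes. In the first-listed replicate it ran from 21.5% on chromosome 15 to 74.7% on chromosome 4 and 80.7% on the X chromosome, and in the second-listed replicate it was 26.6% on chromosome 15 and 87.1% on the X chromosome.

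**Figure D4:**
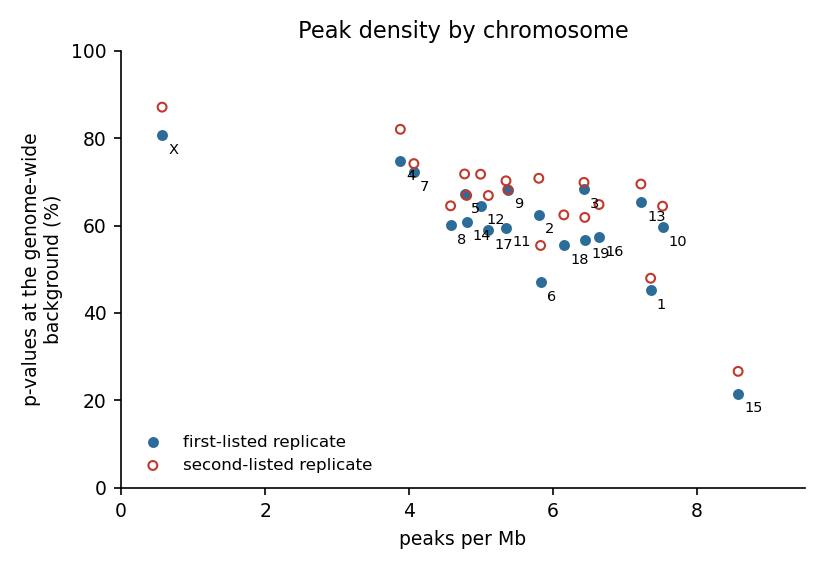
Share of p-values at the genome-wide background (%) against peaks per Mb, 1 point per chromosome and replicate (filled, first-listed; open, second-listed). Chromosome 15 has the highest density, 8.57 peaks per Mb, and the lowest share, 21.5% in the first-listed replicate.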

Values the study reported

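The study reported nearly 14,000 PRDM6 peaks, and it linked them to about 5,200 genes. It counted 4 of its binding sites in the Prdm6 gene.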

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

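With a global IDR of at most 0.01, 139 peaks and 137 genes were left, which by construction leaves less power. The ratios to random placement were then 1.28 at promoters, 0.827 in exons, 1.07 in introns, 0.901 in intergenic sequence and 1.26 for first introns, all in the main direction but no longer past the threshold. The downstream share of peaks near the TSS was 50%, the strength difference was 0.107 (p 0.829), the CArG ratio was 1, the TTTCMT ratio was 1.04, and the peaks on Prdm6 exons numbered 1. There were 0 SMC marker genes with a peak, against a mean of 0.0445 in random lists, and 1 ductus gene, no longer past the threshold.

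With a global IDR of at most 0.05, chosen after seeing the data, 465 peaks and 431 genes were left. The ratio was 0.846 in exons and 1.05 in introns, both no longer past the threshold, the downstream share was 50%, the strength difference was 0.174 (p 0.452), the CArG ratio reversed to 0.875, and 0 SMC marker genes had a peak, against a mean of 0.120 in random lists. Since the IDR rests on the ranks of the same p-values, the opposite sign of the strength difference under both limits says little. The promoter ratio, the AP-1 and TEAD ratios, the ductus gene count and the Prdm6 exon count kept their direction and their call there.

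Placement within 100 kb of each peak reversed the intronic ratio to 0.916, since 39.3% of those placements were intronic against 33.1% over the whole chromosome. Among the 6989 strongest peaks the downstream share was 53% and the CArG ratio 1.18, both past no threshold. The CArG ratio was 1.23 within 50 bp of the summit and 1.22 against flanks 3000 bp away, also past no threshold, and reversed to 0.829 against shuffled sequence. Read as TTTMT, chosen after seeing the data, the TTTCMT ratio reversed to 0.983. The cause was not tested for these results. The replicate correlation moved to 0.314 as a Pearson correlation of log2 values. The strength difference ran from -0.764 to 0 across the 2 values that each left out one replicate, while as a difference in means it was -0.386 and kept its direction and call in each replicate alone.

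With the coordinates and summits of a single replicate at the shared peaks, chosen after seeing the data and not tested, the AP-1 ratio ran from 3.13 to 3.47, the TEAD ratio from 1.998 to 2.022, the CArG ratio from 0.994 to 1.27 and the TTTCMT ratio from 1.03 to 1.09. Each of these ranges reached outside the 95% bootstrap interval of its main value. The shares by gene region, of first introns and downstream of the TSS, and the Prdm6 exon count, stayed inside their intervals.

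In all, 88 values came from alternatives that neither merged peaks nor repeated the main analysis. This count leaves out 24 values, namely the single-replicate recount and the difference in medians in each replicate alone. It includes the differences in means in each replicate alone. Of the 88 values, 58 kept their direction and side of the threshold or stayed near the main value, and the others are given above. No peaks overlapped, so merging peaks changed nothing and says nothing about stability. The list used here held only peaks shared by both replicates, with genes assigned to the matched peaks. From it, the counts of peaks and genes and the gene lists could not be recomputed for a single replicate. No paired analysis was possible because the list holds no values of the Input group and names the replicates by order only.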

Other observations

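The tests of chromosomes, of the exonic peaks of Prdm6, their ends and the input there, of counting noise, of the lowest-scoring peaks and of the ductus genes not named for their peaks were chosen only after the results were seen.

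The exonic peaks of Prdm6 have a candidate explanation in the introduced sequence. If that was a cDNA, its fragments align to exons and end where exons end. The 3 peaks lay on exons more often than random placements did (one-sided permutation p 0.0004), and each spanned 1 exon with both ends within 50 bp of the exon ends. Of 1967 peaks on exons of other genes, 20 did so (1.02%, exact two-sided Fisher p 1.39e-06), which argues against exon-shaped peaks by chance. Of the 23 exon-spanning peaks, 3 had a global IDR of at most 0.05, and all 3 were in Prdm6. The exons with peaks were also those with the longest coding parts, where a fragment can align without crossing a junction. If cells carried copies of the cDNA, the input would also be raised there. None of the 6 p-values of the exonic peaks rested on the genome-wide background, while both values of the intronic peak did (permutation p 0.00474 against other peaks of chromosome 18). These values are consistent with cDNA copies in the cells, but the exonic peaks still stood above the local input, and whether tagged PRDM6 was bound to the introduced copy stays open. The peak on exon 1 began 17 bp before the coding part, which a sequence with coding parts alone would not give, while exon 7, which is mostly noncoding, had no peak, and how far the introduced sequence extends is not known. Of the 4 peaks, the one outside exons had the lowest score of the list.

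As a set, the lowest-scoring peaks were not all random places, because the AP-1 motif was found at 11.9% of their 5789 summits and in 4.15% of their flanks (exact two-sided McNemar p 1.38e-53). The TTTCMT motif (41.65% against 40.96%, p 0.4605) and the CArG box (1.468% against 1.140%, p 0.1401) did not differ there, and most of these summits had no AP-1 motif, so how many of the peaks are noise stays open. A candidate explanation for the poor ranks is counting noise at peaks about 14 fragments high where heights could be recovered. A model in which both replicates had the same enrichment and differed by counting alone gave a Spearman correlation of 0.0932 over the 5451 peaks with heights for both replicates, and the observed one was 0.330. The model gave less agreement than the data hold, so real differences between the replicates and counting noise cannot be told apart by it. Squared differences were 0.532 times a plain Poisson counting variance. Only peaks called in both replicates were kept, with lowest heights of 9 and 8 fragments, and this can lower that ratio, so it does not measure the noise either.

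Base composition does not account for the AP-1 and TEAD motifs, which shuffled windows held in 4.07% and 2.94% of cases against 14.7% and 7.63% observed. The same holds for TTTCMT, with 35.3% in shuffled windows against 44.0%, though the flanks of the peaks held it in 40.5%, and read as TTTMT the sequence was less frequent at summits than in flanks (ratio 0.983). At promoter peaks TTTCMT was less frequent at summits than in flanks (34.6% against 37.3%, exact two-sided McNemar p 0.0292). By the patterns counted, AP-1 and TEAD motifs occurred together at 156 summits, where independence gives 157.1. Whether tagged PRDM6 was drawn to open chromatin in general was not tested, since no accessibility data or precipitation from cells without the tag was analysed here.

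Peaks per Mb differed between chromosomes, and gene content did not account for it. Among the 19 autosomes, the share of GC-rich promoters with a peak ran from 3.88% on chromosome 4 to 13.7% on chromosome 1 (chi-square p 4.33e-18 over promoters), and coding TSSs per Mb had no clear relation to peaks per Mb (Spearman -0.386, permutation p 0.103, adjusted over 9 relations 0.103). A candidate explanation is that the cultured cells carried unequal numbers of chromosome copies. Extra copies raise the input, so fewer p-values would rest on the genome-wide background. Over 20 chromosomes, peaks per Mb and that share had a Spearman correlation of -0.660 (Pearson -0.733, permutation p 0.00225 and 0.0014) in the first-listed replicate and -0.737 (Pearson -0.765, permutation p 0.00034 and 0.00053) in the second-listed replicate. Adjusted over 9 relations, the Spearman p-values were 0.00405 and 0.00132. Without the 2 chromosomes farthest from the median density, it was -0.533 and -0.639. The replicates shared the pattern, with a Spearman correlation of 0.901 between their shares. The study describes the immunoprecipitations as made from a single sample in one place and as independent replicates in another, so this does not favour copy number over other shared causes. Chromosomes 10, 13 and 3 departed from the relation, with 7.52, 7.22 and 6.43 peaks per Mb but 59.7%, 65.4% and 68.4% of first-listed values at the background. The copy number itself was not measured, and a mappability difference was not tested. If copies differ, the count of peaks or bound genes on a chromosome reflects them in part.

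More peaks lay in introns than at promoters, but random placement gave 33.1% in introns against 13.1% at promoters, so the length of introns may account for the order. The downstream side of the TSS was favoured at 51.3% of randomly placed peaks within 3 kb, and by the same distance rule at 56.1% of the observed ones (two-sided permutation p 0.00995, the smallest that 200 placements can give), which argues against gene layout as the whole cause. Within 10 kb the observed share, 52.8%, was inside the range of random placements.

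Length-matched lists rarely held as many genes with a peak as the ductus list (permutation p 0.000600), but most of its genes were named for their peaks, so this test does not bear on gene length as an explanation. The way the genes were chosen may account for the count. Among the 5 genes of the list that the study did not name for their peaks, 1 had a peak, and random genes gave a mean of 1.00 (permutation p 0.691). With Myh11 it was 1 of 6, against a mean of 1.41 (permutation p 0.817). Both sets were left after the genes named for their peaks were taken out. That favoured few peaks in them in advance, so they cannot decide whether the choice of genes explains the count. Apart from its peaks, the study also lists Ptger4, Myocd, Foxc1 and Jag1 among genes implicated earlier in ductus closure, and each of these had a peak.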
